A study of Homo sapiens with 4 samples. Its data were reported in "Wnt signaling preserves progenitor cell multipotency during adipose tissue development" (2023).

How the data were processed

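Messenger RNA was measured in progenitor cells derived from human adipose tissue, in 4 libraries of 1 culture each: non-induced, adipogenic, chondrogenic and osteogenic. Groups and the 10 days of induction were taken from the sample labels, and each column of the table was matched to 1 library by its name. No column of sample values was left unused.

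The authors deposited one table of TPM, transcript abundance scaled to a common total, for 25807 genes, each with a symbol and RefSeq transcript identifiers, rounded to 2 decimals. Per the methods of the study, the authors made TruSeq stranded mRNA libraries, sequenced single-end reads of 75 cycles on a NextSeq instrument and quantified them with RSEM inside the DolphinNext pipeline, on human genome build GRCh37 (hg19). RSEM divides reads that match several genes by a statistical model. Versions of RSEM, DolphinNext and the annotation were not stated, and no read filter was described. The study describes technical replicates of 1 well per group, and the labels do not say whether the deposited values pool them. Each column summed to 1000000 within rounding. TPM sets every library to the same total, so it removes depth and shows shares of the RNA, and a rise of abundant genes lowers all others. The 20 most abundant genes held 15.9% of TPM in the non-induced, 15.4% in the adipogenic, 18.7% in the chondrogenic and 12.1% in the osteogenic library. The table held 0 mitochondrially encoded genes.

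Read depth was estimated from the TPM values. For genes of 1 exon and 1 listed transcript over 500 bases, TPM multiplied by effective length (length minus 75 plus 1) is a whole multiple of the value of 1 read. The value that best placed such products on whole numbers was taken over 87, 86, 112 and 109 genes in the non-induced, adipogenic, chondrogenic and osteogenic libraries. Of these, 65.5%, 62.8%, 68.8% and 76.1% lay within 0.15 of a whole number, against 30% for evenly spread values without a fit. The value was fitted to these same genes, which by itself raises the share, so the 30% is no test of the fit. Lengths came from the RefSeq table of build GRCh38 and GENCODE release 44, not the authors' annotation, and 22486 of 25807 symbols (87.1%) matched a GENCODE length. Summed over those genes, the estimate was 30700000 reads assigned in the non-induced, 34200000 in the adipogenic, 24400000 in the chondrogenic and 17900000 in the osteogenic library. These totals are estimates. Reads are not independent molecules because the libraries carried no molecular identifiers, so counting error is a lower limit of the error. Because the reference build differed from the authors' build, no coordinates are given.

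TPM was transformed to log2(TPM + 1), and differences were taken on that scale. Genes with at least 1 TPM in at least 1 library were kept, 14802 in all. With 1 library per group no statistical test could be made, so no p-values are given and genes were not used as replicates. A gene was counted as higher or lower at a log2 difference of at least 1 or at most -1 from the non-induced library. A gene was selective to a library when it was at least 1 above each of the other 3. Because the 3 inductions share the non-induced library, each library was also taken as the reference in turn, and the 4 values of each gene were shuffled 1000 times. To show what reads alone give, 100 sets of unchanged libraries were drawn as Poisson reads from the mean profile at the estimated depths. Pearson and Spearman correlations were taken across genes.

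Lists of genes were fixed before the data were examined: 14 lists with 125 genes, all found in the table. They covered adipogenic, chondrogenic, osteogenic, mesenchymal progenitor, SWAT and Wnt target, Wnt ligand and pathway, non-induced progenitor, glucocorticoid response, TGF-beta response, cell cycle, sterol synthesis, thermogenic, endothelial and leukocyte genes. The adipogenic, chondrogenic and osteogenic lists each include the 2 markers the study displays from these libraries. They also include 3, 2 and 3 further genes that its text names by gene symbol. The adipogenic list also holds PPARG and CEBPA, which the text names as PPAR-γ and C/EBP-α. A list median was ranked among 10000 random lists drawn from the 200 genes nearest to each member in mean log2(TPM + 1). The rule for naming genes, also fixed beforehand, allowed any list gene, the 5 largest increases and the 5 largest decreases of each induction, and the 5 genes with the largest excess of each library over the other 3, among genes with at least 10 TPM in a library. Genes named outside this rule were chosen after their values were seen, and the text says so. Some genes that the rule allows are not reported here.

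For 154 of the 158 named genes, 75-base stretches of the canonical GENCODE transcript were searched in transcripts of the other genes in the table. Under 90% of stretches were unique in 4 genes, BGLAP, CPT1B, HP and SAA1, whose values are uncertain. BLAST 2.17.0 compared copies of a mitochondrial ribosomal RNA gene with the mitochondrial chromosome of GRCh38.

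Alternatives fixed before the data were examined were a pseudocount of 0.1, a filter of 5 TPM, no filter, median-of-ratios scaling over the 7944 genes with at least 10 TPM in every library, removal of the 20 most abundant genes with rescaling, a log2 difference of 2, and lists restricted to members with at least 1 TPM in a library. Alternatives added after the data were seen were removal of microRNA and small nucleolar RNA features with rescaling, and lineage lists without the displayed markers, over all members and over members with at least 1 TPM. Genes changed in both the chondrogenic and osteogenic libraries, and differences that share no library, were also run under the alternatives after the data were seen. A count was taken as moved beyond 1.5 times, a log2 value beyond a 1.5-fold change and a correlation beyond 0.05, since no replicate spread exists. Scripts were tested on simulated libraries. All 200 genes changed 4-fold were recovered (100%), 81 of 12744 unchanged genes passed a log2 difference of 1, and 8 of 100 unchanged lists fell outside the central 95% of random lists. The value of 1 read was recovered within 0.990 to 1.01 of the set value. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.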

Results

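Progenitor cells grown from human adipose tissue were collected without induction, or 10 days after exposure to an adipogenic, a chondrogenic or an osteogenic medium. Messenger RNA was sequenced from 1 library per group, 4 libraries in all. The table gave TPM, transcript abundance scaled to the same total in each library, for 25807 genes. Because each group had 1 library, no value below has a replicate error. No difference was tested, and every comparison describes these libraries and has no replicate check.

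The number of genes listed above 0 was 18276 in the non-induced, 18507 in the adipogenic, 18151 in the chondrogenic and 17597 in the osteogenic library. At least 1 TPM was reached by 13646, 13671, 13630 and 13618 genes in the same order. TPM holds no read total, but low values of single-exon genes fell on steps that gave the value of 1 read. On 1 kb of effective length, 1 read was worth 0.0857 TPM in the non-induced, 0.0768 TPM in the adipogenic, 0.119 TPM in the chondrogenic and 0.149 TPM in the osteogenic library. The osteogenic library was therefore the shallowest, at 0.577 of the non-induced depth, and the adipogenic library the deepest, at 1.12. On 1 kb a listed value of 0 means that 0 reads were assigned, which still allows a true level of up to 3 expected reads. For 1 kb, 3 reads come to 0.257, 0.230, 0.358 and 0.446 TPM in the non-induced, adipogenic, chondrogenic and osteogenic libraries. These limits cover counting error only.

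The first comparison asked whether each medium raised genes of the matching lineage. The study follows the RNA of a pair of markers per lineage in this experiment. It also reports that cells exposed to these media for 10 days stained for lipid, proteoglycan or calcium, respectively. Adiponectin (ADIPOQ; NM_001177800, NM_004797) had 105 TPM in the adipogenic library, against 0.41 TPM in the non-induced, 0.46 TPM in the chondrogenic and 6.38 TPM in the osteogenic library. Its difference from the non-induced library was 6.23 on the log2(TPM + 1) scale, which understates changes of genes with low values. Perilipin 1 (PLIN1; NM_001145311, NM_002666) had 88.7 TPM in the adipogenic library and 0.66, 0.90 and 6.27 TPM in the non-induced, chondrogenic and osteogenic libraries. Its log2 difference in the adipogenic library was 5.76. Both genes were thus highest after adipogenic induction, and both were also above their non-induced level in the osteogenic library, with log2 differences of 2.39 and 2.13.

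Aggrecan (ACAN), a cartilage matrix proteoglycan, had 8.71 TPM in the chondrogenic library. It had 0.05 TPM in the non-induced, 0.22 TPM in the adipogenic and 0.02 TPM in the osteogenic library, the last of which corresponds to an estimated 1 read. Its log2 difference in the chondrogenic library was 3.21. A pseudocount of 0.1 in place of 1 moved this marker most, to 5.88. Collagen type X alpha 1 (COL10A1) had 338 TPM in the chondrogenic library against 2.62 TPM in the non-induced library, a log2 difference of 6.55. It was not restricted to that library, since the osteogenic library had 78.6 TPM and a log2 difference of 4.46. The adipogenic library, at 2.48 TPM, was close to the non-induced one.

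Of the osteogenic markers, alkaline phosphatase (ALPL) had 239.85 TPM in the osteogenic library and 106 TPM in the non-induced library, a log2 difference of 1.17. It had 179 TPM in the adipogenic library and 16.7 TPM in the chondrogenic library. The osteogenic value was only 0.42 above the adipogenic one on the log2 scale, and with 1 library per group the size of culture-to-culture variation is unknown. SMOC2, a secreted calcium-binding protein, had 246 TPM in the osteogenic library and 16.5 TPM in the non-induced library, a log2 difference of 3.82. The adipogenic and chondrogenic libraries had 45.6 and 48.0 TPM, with log2 differences of 1.42 and 1.49.

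**Figure D1:**
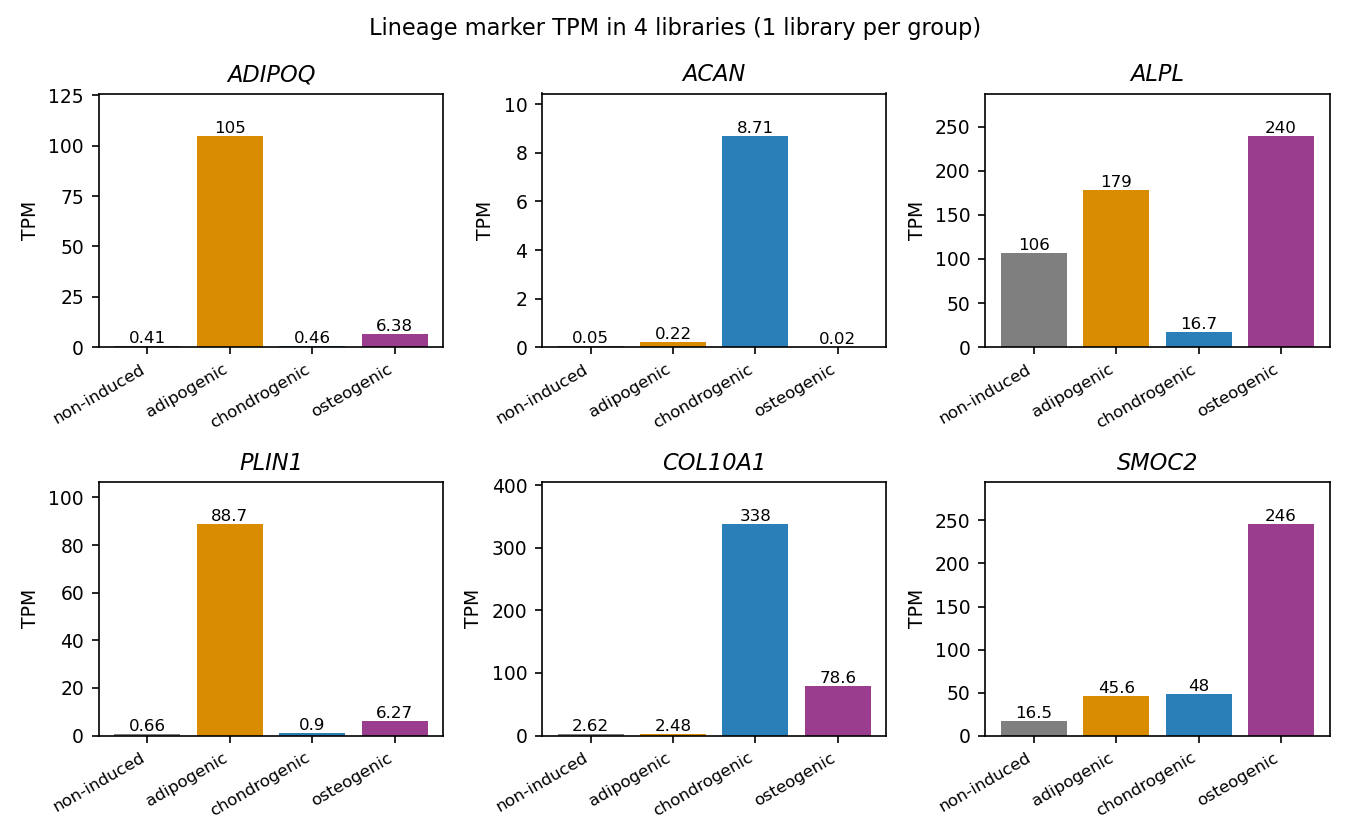
Bars give TPM (vertical axis, from 0, with a separate scale for each gene) of 6 lineage markers in the non-induced, adipogenic, chondrogenic and osteogenic libraries, 1 library per group and no error bars. Each marker was highest in the library of its own lineage, with ADIPOQ at 105 TPM, COL10A1 at 338 TPM and SMOC2 at 246 TPM, whereas ALPL also had 179 TPM in the adipogenic library.

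The second comparison asked how far each induction moved the whole profile. Among 14802 genes with at least 1 TPM in at least 1 library, a log2 difference of at least 1 from the non-induced library was counted. The adipogenic library had 197 genes higher and 110 lower. The chondrogenic library had 1080 higher and 1341 lower, and the osteogenic library 911 higher and 908 lower. A pseudocount of 0.1 raised the adipogenic counts to 371 higher and 265 lower, and requiring a log2 difference of 2 reduced them to 58 and 14. Reads alone gave few such genes. When 100 sets of unchanged libraries were drawn at the estimated depths, a mean of 35.9 genes were higher and 31.4 lower in the adipogenic library, against 181 and 101 observed among the same 22486 genes with a known length. For the chondrogenic library the drawn means were 31.1 higher and 39.3 lower, against 990 and 1225 observed. For the osteogenic library they were 28.6 and 45.5, against 844 and 821. These draws hold no variation between cultures. Most genes drawn as changed were microRNA or small nucleolar RNA features, with means of 32.1 higher and 27.7 lower in the adipogenic library. The observed numbers of such features there were 31 and 51. The drawn counts thus rest mainly on the lengths assumed for these features, and few other genes were drawn as changed.

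Of the genes counted in the adipogenic library, 32 of 197 higher and 54 of 110 lower were microRNA or small nucleolar RNA features, which are short. In the chondrogenic and osteogenic libraries such features made up from 2.69% to 6.50% of the counts. The remaining genes were 165 higher and 56 lower.

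**Figure D2:**
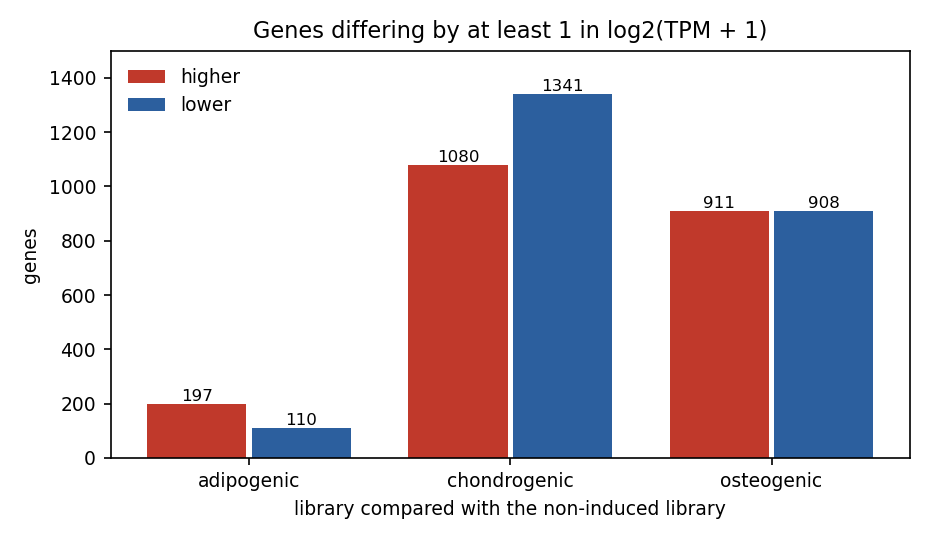
Bars give the number of genes (vertical axis, from 0) that were higher or lower by at least 1 in log2(TPM + 1) in each induced library than in the non-induced library, 1 library per group. The adipogenic library has 197 higher and 110 lower genes, fewer than the chondrogenic and osteogenic libraries in both directions. Only the chondrogenic and osteogenic media stayed until collection, so the counts do not measure lineage induction alone.

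Correlations across the 14802 genes ordered the libraries in the same way. Genes are not independent replicates, so these coefficients describe similarity. The non-induced and adipogenic libraries had a Pearson r of 0.984 and a Spearman rho of 0.985. The non-induced library had r = 0.938 (rho = 0.940) with the osteogenic and r = 0.908 (rho = 0.909) with the chondrogenic library. The adipogenic library had r = 0.942 (rho = 0.943) with the osteogenic and r = 0.907 (rho = 0.908) with the chondrogenic library. The chondrogenic and osteogenic libraries had r = 0.935 (rho = 0.936). Unchanged libraries drawn at these depths had a mean r of 0.994 to 0.995 for all 6 pairs. Keeping all genes in the table moved 2 of these coefficients by over 0.05, to r = 0.961 for the chondrogenic library with the non-induced and with the adipogenic library.

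Genes selective to a library, at least 1 above each of the other 3 on the log2 scale, numbered 516 in the chondrogenic, 313 in the osteogenic, 105 in the adipogenic and 51 in the non-induced library. In the other direction, 32 genes were at least 1 higher in each of the 3 induced libraries than in the non-induced library. When the 4 values of each gene were shuffled among libraries 1000 times, a mean of 152 genes were higher in all 3 others than in a reference library and a mean of 246 were lower. The non-induced library, with 32 and 51, lay below the lowest shuffled counts of 121 and 211. So did the adipogenic library, with 19 and 105, and these 2 libraries were the closest pair (r = 0.984). The osteogenic library had 133 and 313. The chondrogenic library taken as the reference, with 420 genes higher and 516 lower in the other 3, lay above the highest shuffled counts of 185 and 295. A pseudocount of 0.1 raised the counts for the non-induced library to 110 higher and 104 lower, and the numbers higher in the other 3 than in the adipogenic, chondrogenic and osteogenic libraries to 61, 708 and 339. The shuffles were made with a pseudocount of 1 only.

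The chondrogenic and osteogenic libraries shared many of their differences. Of the 14802 genes, 359 were higher and 587 lower in both than in the non-induced library, and 59 moved in opposite directions. Because both differences use the same non-induced library, some overlap arises without any change. Among genes with a known length, 339 were higher in both and 537 lower in both, against a mean of 7.71 and 24.4 in the drawn unchanged libraries. Pairs of differences that share no library avoid this effect. The first 2 pairs below still use nearly the same reference, because the non-induced and adipogenic libraries were so alike (r = 0.984). The chondrogenic minus non-induced difference and the osteogenic minus adipogenic difference had r = 0.506 across genes, and the osteogenic minus non-induced and chondrogenic minus adipogenic differences r = 0.446. With a pseudocount of 0.1 these were 0.433 and 0.361. The remaining pairing, adipogenic minus non-induced with osteogenic minus chondrogenic, had r = 0.0911.

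The genes with the largest differences from the non-induced library were named by a rule set before the data were examined. In the adipogenic library the 5 largest increases were FABP4 (4.99 to 595 TPM), haptoglobin HP (0.70 to 137 TPM), ADIPOQ, PLIN1 and THRSP (0.23 to 64.4 TPM), with log2 differences from 6.64 for FABP4 to 5.73 for THRSP. HP shares reads with HPR, and 75.8% of its 75-base stretches were found in no other gene of the table. The 5 largest decreases were SNORD76, CCL18, SNORD47, TMEM255A and ALDH1A2, with log2 differences from -3.19 for SNORD76 to -1.93 for ALDH1A2. SNORD76 and SNORD47 are small nucleolar RNA features, and the reads behind their values were not estimated. CCL18 had 36.7 TPM in the non-induced and 4.80 TPM in the adipogenic library and was listed at 0 in the chondrogenic and osteogenic libraries.

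In the chondrogenic library the largest increases included SAA1, DPEP1, DPT and COL10A1. SAA1 rose from 0.18 to 429.7 TPM, a log2 difference of 8.51, and had 95.6 TPM in the osteogenic library. It rests on an estimated 1 read in the non-induced library and 73.6% of its 75-base stretches were unique among the genes in the table, so its exact fold is uncertain. DPT, encoding dermatopontin, rose from 19.2 to 2757 TPM and had 827 TPM in the osteogenic library. The largest decreases were SFRP4, CHI3L1, CXCL12, GAL and RARRES1. SFRP4 fell from 2615 TPM in the non-induced library to 6.21 TPM, a log2 difference of -8.50, and had 40.5 TPM in the osteogenic and 1897 TPM in the adipogenic library. CXCL12 differed between these libraries, with 754 TPM in the non-induced, 5.49 TPM in the chondrogenic and 568 TPM in the osteogenic library.

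In the osteogenic library the largest increases were LEP, IGFBP2, SAA1, RGCC and CIDEC. Leptin (LEP) had 164 TPM there, 29.55 TPM in the chondrogenic, 3.76 TPM in the adipogenic and 0.75 TPM in the non-induced library. CIDEC, a lipid droplet protein, had 99.6 TPM in the osteogenic, 69.6 TPM in the adipogenic, 37.05 TPM in the chondrogenic and 0.85 TPM in the non-induced library. Both are adipocyte genes, and both were highest in the osteogenic library. The largest decreases were SFRP4, PI16, CCL18, SBSN and CLU. Clusterin (CLU) fell from 488 to 13.6 TPM and had 194 TPM in the chondrogenic library.

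The genes with the largest excess over the other 3 libraries differed between inductions. They were ADIPOQ, HP, PLIN1, LGALS12 and TF in the adipogenic library, with excesses from 3.84 to 3.20 on the log2 scale. In the chondrogenic library they were DPEP1, MT1F, MMP3, RRAD and IGFL3, with excesses from 6.09 to 5.19. DPEP1 had 261 TPM there and 2.84 TPM in the osteogenic library. In the osteogenic library they were IGFBP2, SCUBE3, STMN2, INHBB and CA9, with excesses from 4.25 to 3.28. STMN2 had 858 TPM there, against 19.45 TPM in the non-induced library and 47.6 TPM in the adipogenic library. The non-induced library had CCL18, TMEM255A, HSPA12B, PMEL and BMP2, with excesses from 2.70 to 1.36. BMP2 had 24.4 TPM without induction and 8.88, 4.52 and 1.30 TPM in the adipogenic, chondrogenic and osteogenic libraries.

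Gene lists fixed before the data were examined asked whether genes of each lineage moved together with each medium. The 3 lineage lists include the 2 markers per lineage given above, so medians without these markers, an alternative chosen after the data were seen, are also given. Each list median was placed among 10000 random lists of the same size and mean expression. The adipogenic list of 15 genes had a median log2 difference of 3.84 in the adipogenic library, with all 15 genes higher, at percentile 100, and of 3.24 over the 13 genes without the markers, also at percentile 100. It was also raised in the osteogenic library, with a median of 1.79 and 12 of 15 genes higher, at percentile 100, and 1.49 without the markers, at percentile 100. In the chondrogenic library its median was 0.28, at percentile 97.55. CD36 went against the list, with 627 TPM in the non-induced, 739 TPM in the adipogenic, 39.0 TPM in the chondrogenic and 95.1 TPM in the osteogenic library. CEBPA and FASN were also lower in the chondrogenic library, with log2 differences of -0.77 and -0.69, and in the osteogenic library, with -0.15 and -0.09. PPARG was lower in the chondrogenic library only, at -0.69.

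The chondrogenic list of 15 genes had a median of 1.15 in the chondrogenic library, at percentile 100, with 11 genes higher, and of 0.78 over the 13 genes without the markers, also at percentile 100. The osteogenic and adipogenic libraries had medians of 0.00 and -0.03, at percentiles 42.5 and 38.8. COMP rose from 306 to 6466 TPM in the chondrogenic library, COL11A1 from 34.5 to 1749.8 TPM and MATN3 from 7.74 to 508 TPM. SOX9 had 4.01 TPM in the non-induced, 12.05 TPM in the chondrogenic and 1.19 TPM in the osteogenic library. COL2A1 reached 0.71 TPM in the chondrogenic library and was listed at 0 in the other 3. PRG4 fell from 119 to 36.2 TPM.

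For the osteogenic list of 15 genes, the result in the osteogenic library rested on which members were counted. Over all 15 genes the median was 0.00, at percentile 41.0, with 7 genes higher and 5 lower. Over the 12 genes with at least 1 TPM in a library it was 0.61, at percentile 99.93, with 7 higher and 4 lower. That percentile rested on ALPL and SMOC2, since over the other 10 genes the median was 0.27, at percentile 92.1. In the chondrogenic library the median was 0.48 over all 15 genes, at percentile 99.98, and 0.65 over the 12 genes, at percentile 99.95. Without the markers it was 0.65 over the 10 genes, at percentile 99.87. FRZB had 11.6 TPM in the osteogenic library against 1.38 TPM in the non-induced library. RUNX2 had 61.6 TPM against 38.1 TPM. Several genes of mineralized bone did not rise. BGLAP and IBSP were listed at 0 in the osteogenic library, although only 24.8% of the 75-base stretches of BGLAP are its own. SPP1 had 0.95 TPM against 5.03 TPM, and SP7 was listed at 0 in the osteogenic library and had 3.79 TPM in the chondrogenic library. OMD rose in both, from 3.23 TPM to 47.3 TPM in the osteogenic and 75.7 TPM in the chondrogenic library, and SPARC rose from 1641 to 3012 and 14849 TPM.

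Further lists covered responses to components of the media. The chondrogenic and osteogenic media contained the synthetic glucocorticoid dexamethasone until collection, whereas the adipogenic medium was replaced earlier by medium without it. The glucocorticoid response list of 10 genes had a median of 2.27 in the chondrogenic and 1.93 in the osteogenic library, both at percentile 100, and 0.12 in the adipogenic library, at percentile 99.42. Against the adipogenic library the medians were 2.44 and 1.82, both at percentile 100. FKBP5 had 30.4 TPM in the non-induced, 28.85 TPM in the adipogenic, 364 TPM in the chondrogenic and 339.97 TPM in the osteogenic library. The chondrogenic medium also contained transforming growth factor beta 1 (TGF-beta 1). The TGF-beta response list of 12 genes had medians of 2.50 in the chondrogenic, 0.97 in the osteogenic and -0.10 in the adipogenic library, at percentiles 100, 100 and 4.46. The chondrogenic library was higher than the osteogenic one by a median of 0.82, at percentile 99.99. TAGLN had 287 TPM in the non-induced, 2224 TPM in the chondrogenic and 1554 TPM in the osteogenic library, whereas PMEPA1 had 8.50, 60.9 and 5.17 TPM.

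**Figure D3:**
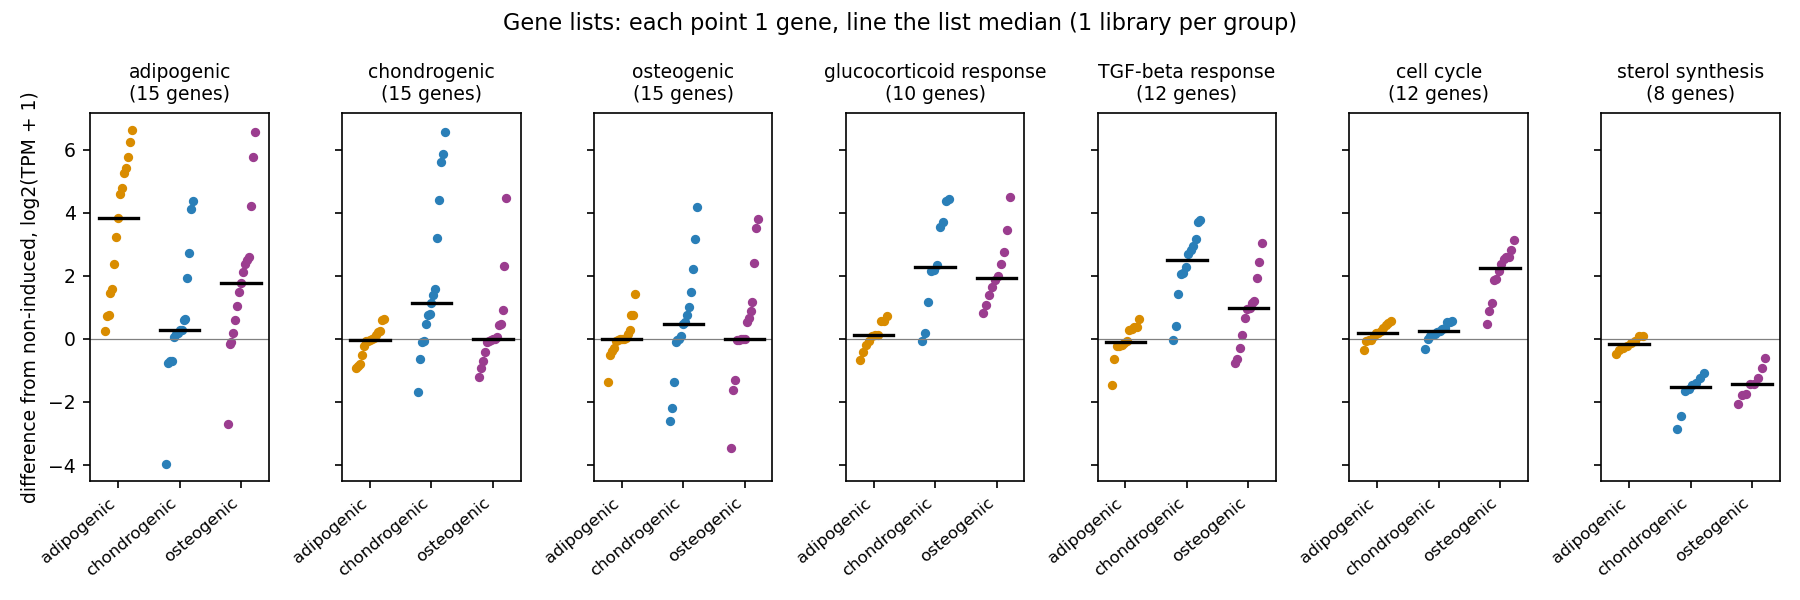
Each point is 1 gene of a list and the vertical axis gives its difference from the non-induced library in log2(TPM + 1), for the adipogenic, chondrogenic and osteogenic libraries, 1 library per group. Black lines are list medians, which reach 3.84 for the adipogenic list in the adipogenic library, 1.15 for the chondrogenic list in the chondrogenic library and 2.25 for the cell cycle list in the osteogenic library.

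The study describes cells with active Wnt signalling, named for structural and Wnt-regulated adipose tissue-resident (SWAT) cells, that keep progenitor properties. The list of 8 SWAT and Wnt target genes had a median of -0.21 in the adipogenic library, at percentile 0.03, with 7 of 8 genes lower. The medians were -0.71 in the chondrogenic library, at percentile 1.34, and -0.18 in the osteogenic library, at percentile 8.20. The osteogenic median changed sign, to 0.05, when the 20 most abundant genes, which include members of this list, were removed. These adipogenic differences were small for each gene. MGP had 664 TPM in the non-induced, 459 TPM in the adipogenic, 241 TPM in the chondrogenic and 683 TPM in the osteogenic library. The study, in contrast, describes MGP as absent from non-induced progenitors and the SWAT signature as induced and persisting in culture. DPP4 fell from 751 TPM to 45.0 TPM in the chondrogenic and 151.5 TPM in the osteogenic library, and WISP2 fell from 7715 to 667 and 2908 TPM. The list of 7 Wnt ligand and pathway genes had medians of 0.91 in the chondrogenic, 0.61 in the osteogenic and 0.13 in the adipogenic library, at percentiles 99.91, 98.98 and 95.87. WNT5A rose from 5.81 TPM to 81.7 TPM in the chondrogenic and 58.1 TPM in the osteogenic library and had 5.83 TPM in the adipogenic library.

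Among progenitor markers, THY1 had 796 TPM in the non-induced library and from 793 to 1167 TPM in the induced libraries. ENG had 163 TPM and NT5E 101 TPM in the non-induced library, and these fell to 68.6 and 32.0 TPM in the chondrogenic library. The medians of this list of 3 genes were 0.22 in the adipogenic, -1.24 in the chondrogenic and -0.15 in the osteogenic library, at percentiles 97.58, 1.66 and 18.2. The list of 4 genes of the non-induced progenitor state had medians of -0.26, 0.22 and -0.36 in the adipogenic, chondrogenic and osteogenic libraries, at percentiles 0.89, 78.3 and 5.91. POSTN of that list fell from 179.64 to 81.6 TPM in the adipogenic library and reached 1392 TPM in the chondrogenic library.

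The cell cycle list of 12 genes was higher in the osteogenic library for all 12 genes, with a median of 2.25 at percentile 100. Its medians were 0.18 in the adipogenic and 0.25 in the chondrogenic library, at percentiles 98.84 and 92.4. TOP2A had 1.23 TPM in the non-induced, 1.54 TPM in the adipogenic, 2.31 TPM in the chondrogenic and 14.6 TPM in the osteogenic library. The sterol synthesis list of 8 genes was lower for all 8 genes in the chondrogenic and osteogenic libraries, with medians of -1.52 and -1.42, both at percentile 0. In the adipogenic library its median was -0.17, at percentile 0.18. The thermogenic list of 6 genes had medians of 0.36, -0.06 and 0.46 in the adipogenic, chondrogenic and osteogenic libraries, at percentiles 99.94, 43.1 and 98.71. UCP1 of that list had 0.24 TPM in the adipogenic library, an estimated 5 reads, and was listed at 0 in the other 3.

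Lists for other cell types were included to look for RNA of other cells. The endothelial list of 6 genes had medians of -0.01, -0.62 and -0.35 in the adipogenic, chondrogenic and osteogenic libraries, at percentiles 37.2, 0.13 and 1.55, and its highest value was 1.76 TPM, for PECAM1 in the adipogenic library. The leukocyte list of 4 genes had medians of -0.03, -0.30 and -0.37, at percentiles 37.1, 10.1 and 5.19. PTPRC, which marks leukocytes, did not exceed 0.05 TPM, whereas CD68 had 299 TPM in the non-induced and 90.5 TPM in the chondrogenic library.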

Values the study reported

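The study described progenitors induced for 10 d toward each lineage, with marker values taken from n = 1 wells. Its adipogenic cocktail held 0.5 mM isobutylmethylxanthine, 0.25 μM dexamethasone and 5 μg/ml insulin for 3 d, followed by medium with serum alone. The chondrogenic medium held 100 nM dexamethasone and 10 ng/ml TGF-β1, and the osteogenic medium 100 nM dexamethasone with 10 mM β-glycerolphosphate, both until collection.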

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

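With 1 library per group, no replicate could be left out in turn. No paired analysis was possible because each group had 1 library and no test was made. Alternatives were run for counts of genes, genes changed in both the chondrogenic and osteogenic libraries, correlations, markers, list medians and named genes, and none of these changed direction by more than the 1.5-fold tolerance. The filters and the log2 difference of 2 were not run on markers, lists or named genes. The shuffles, the draws of unchanged libraries, Spearman coefficients, differences of lists between induced libraries and the carry-over fractions were computed under the main setting only.

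The pseudocount moved results of low genes. With 0.1 in place of 1, 371 genes were higher and 265 lower in the adipogenic library, 104 were selective to the non-induced library, and 110 were higher and 104 lower in all 3 others than in the non-induced library. Genes higher in all 3 others than in the adipogenic, chondrogenic and osteogenic libraries rose to 61, 708 and 339, from 19, 420 and 133. Genes higher in both the chondrogenic and osteogenic libraries rose to 607 and those in opposite directions to 192, from 359 and 59, and the correlations of differences that share no library fell to 0.433 and 0.361, from 0.506 and 0.446. The choice to run alternatives on these was made after the data were seen. The log2 differences of ADIPOQ, PLIN1 and ACAN in their own lineage rose to 7.69, 6.87 and 5.88, and the adipogenic and chondrogenic list medians in their own libraries to 4.69 and 2.25. The other list medians that moved were cell cycle in the osteogenic library, to 3.35, thermogenic in the adipogenic and osteogenic libraries, to 1.65 and 1.22, and endothelial in the chondrogenic library, to -1.50. A smaller pseudocount by construction enlarges differences of genes near 0. The other 3 markers, COL10A1, ALPL and SMOC2, stayed within the tolerance.

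A filter of 5 TPM removed low genes by construction and left 128 higher and 52 lower in the adipogenic library, 65 selective to it and 23 selective to the non-induced library. Genes higher in all 3 others than in the adipogenic library fell from 19 to 10. Without a filter the counts of genes cannot change, because a log2(TPM + 1) difference of 1 requires at least 1 TPM. The added genes near 0 in all libraries raised the correlations of the chondrogenic library with the non-induced and adipogenic libraries to 0.961 for both pairs, from 0.908 and 0.907.

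A log2 difference of 2 left 58 higher and 14 lower in the adipogenic, 338 and 375 in the chondrogenic, and 218 and 210 in the osteogenic library. It left 85 genes higher and 137 lower in both the chondrogenic and osteogenic libraries, and 3 in opposite directions. The order of the inductions by number of genes was the same under each of these settings.

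Scaling changed less. Median-of-ratios scaling shifted the median of all kept genes by 0.02, 0.01 and -0.08 on the log2 scale in the adipogenic, chondrogenic and osteogenic libraries. Under it, 788 genes were higher and 1023 lower in the osteogenic library, so that the share higher was 43.5% against 50.1% with TPM as deposited. Under median-of-ratios scaling and under removal of the 20 most abundant genes, all 18 counts of genes stayed within 1.5 times and all 42 list medians within the tolerance.

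Removal of microRNA and small nucleolar RNA features with rescaling, chosen after seeing the data, left 168 genes higher and 56 lower in the adipogenic library and 30 selective to the non-induced library. Genes higher in all 3 others than in the adipogenic library fell from 19 to 7. The share higher in the adipogenic library rose from 64.2% to 75%. The osteogenic list median in the osteogenic library was 0.61 when restricted to the 12 members with at least 1 TPM, at percentile 99.93, since 3 members below 1 TPM in every library, with differences at or near 0, were then left out. Lineage lists without the displayed markers were also chosen after seeing the data. They moved 1 of 9 list medians, the adipogenic one in its own library, to 3.24. The chondrogenic median in its own library was 0.78 and the osteogenic one 0.00. Over members with at least 1 TPM the same 3 medians were 3.24, 1.26 and 0.27, the last at percentile 92.1. Of 474 differences of named genes, a pseudocount of 0.1 moved 97. Median-of-ratios scaling moved 0 of 474, and removal of the 20 most abundant genes moved 0 of the 465 it left.

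Depth limits the adipogenic decreases most, since many of them are short features. It also limits genes such as BGLAP and UCP1, which held an estimated 0 to 4 and 0 to 5 reads per library. ACAN is limited in the non-induced and osteogenic libraries, with an estimated 5 and 1 reads.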

Other observations

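Tests of the glucocorticoid, TGF-beta and endothelial explanations were chosen before the data were examined, and all other tests below were chosen after the pattern had been seen. Genes named below that are outside the lists and the naming rule were chosen after their values were seen.

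Genes that respond to glucocorticoids were higher in both the chondrogenic and osteogenic libraries than in the adipogenic library, with medians of 2.44 and 1.82. The list lay at percentile 100 of matched random lists in each, the result that dexamethasone present until collection predicts. It is therefore a candidate explanation for part of what these 2 libraries share. The list held 10 genes, and FKBP5, TSC22D3, PER1 and ZBTB16 rose in both. The media also shared ascorbate, so that component stays open.

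The genes higher in both the chondrogenic and osteogenic libraries numbered 339 among genes with a known length. The shared non-induced library alone gave at most 15 in 100 draws of unchanged libraries, which argues against sampling of its reads as the cause. Of the 359 genes higher in both among all kept genes, 260 were also at least 1 above the adipogenic library. For those genes a deviation of the non-induced library alone is argued against. Differences that share no library went together across genes (r = 0.506). That coefficient cannot tell a shared change from separate changes, because the non-induced and adipogenic libraries were nearly alike (r = 0.984). The correlation of the 2 differences that do share the non-induced library was 0.587, near the highest value of 0.576 that sampling alone gave, so that coefficient by itself says little. A batch of cultures or library preparation that set these 2 libraries apart from the other 2 was not tested, and the labels name none.

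The TGF-beta response list was higher in the chondrogenic library than in either of the other induced libraries, at percentile 99.99 or above, as TGF-beta 1 in that medium predicts. Part of the list also rose in the osteogenic library, where none was added. TAGLN and CTGF were at 1554 and 975 TPM there, whereas PMEPA1, LRRC15 and IL11 stayed at 5.17, 4.24 and 0.32 TPM and were high in the chondrogenic library at 60.9, 61.1 and 13.35 TPM. The rise of TAGLN and CTGF in both libraries may have another source than added TGF-beta 1, which was not tested.

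Adipocyte genes rose in the osteogenic library, where ADIPOQ reached 6.38 TPM and FABP4 110.4 TPM. RNA or reads carried over from the adipogenic library would add the same fraction of every adipogenic gene. Over 26 genes with at least 20 TPM in the adipogenic library and a log2 difference of at least 2, the osteogenic rise was a median of 9.16% of the adipogenic rise, but it ranged from -4.59% for GYG2 and 0.936% for TF to 45.0% for THRSP and 289.8% for ADH1B. Such a spread was the test chosen first, but it decides nothing, because the osteogenic medium may move these genes itself. A limit that holds whatever the osteogenic culture makes comes from abundant genes of the adipogenic library that were low in the osteogenic library. PLA2G2A, SFRP4, CLU, SBSN and CPZ had from 231 to 1897 TPM in the adipogenic and from 4.91 to 40.5 TPM in the osteogenic library. With the error of their reads, the limit on carried RNA ran from 1.69% for PLA2G2A to 2.69% for CPZ. The loosest of these limits, 2.69%, was used. Of the 26 genes, 21 rose by more, 20 of them beyond the error of their reads in the osteogenic library. Carry-over is thus argued against as the whole cause. A smaller contribution stays open, at most 1.69% by the tightest of these limits. A hypothesis left open is that some cells in the osteogenic culture took an adipocyte direction, which these libraries of whole cultures do not test.

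All 12 cell cycle genes were higher in the osteogenic library, with a median of 2.25. Its lower depth is argued against as the cause, since unchanged libraries drawn at these depths gave medians of at most 0.11. Scaling is argued against as well, because under median-of-ratios scaling and without the 20 most abundant genes the medians were 2.17 and 2.28, both at percentile 100. More dividing cells in that culture may account for it, as a hypothesis, but a difference in the density or age of a single culture cannot be excluded without replicates. TYMS and MCM2 differed least, with 33.6 against 23.9 TPM and 13.0 against 6.59 TPM.

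Copies of the mitochondrial large ribosomal RNA gene in the nuclear genome fell in the chondrogenic library. The 6 of 10 such MTRNR2L genes with at least 1 TPM summed to 3121 TPM in the non-induced, 4010 TPM in the adipogenic, 3236 TPM in the osteogenic and 872 TPM in the chondrogenic library, 3.58-fold lower. Their log2 differences were nearly equal, from -1.84 to -1.56. The table holds 0 mitochondrially encoded genes, so reads of mitochondrial transcripts may have been assigned to these copies. In all 10 copies the level went with the sequence: the 6 at 1 TPM or more had from 14 to 265 stretches of 75 bases within 2 mismatches of the mitochondrial chromosome of GRCh38, and the 4 below 1 TPM had 0. Identity over whole copies was the criterion written first, at over 90%, and it was not met by 3 of the 6, which ranged from 81.5% to 95.3%. The criterion on stretches replaced it after that result had been seen. The values may therefore reflect mitochondrial ribosomal RNA. MIR6723 followed the same course, from 13143 TPM in the non-induced to 2252 TPM in the chondrogenic library, and its sequence was not analysed here. A general fall of respiratory chain transcripts is argued against, since 75 nuclear genes of the chain had a median of 0.11 at percentile 94.9 and 0 of them fell by 1. Whether the culture held less mitochondrial RNA or the preparation of this 1 library captured less stays open.

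Metallothioneins rose in the chondrogenic and osteogenic libraries, and the 14 MT1 and MT2 genes summed to 321 TPM in the non-induced, 380.5 TPM in the adipogenic, 5618 TPM in the chondrogenic and 5108 TPM in the osteogenic library. The members split in different ways. MT2A had 3936 and 4398 TPM in the chondrogenic and osteogenic libraries, while MT1F had 139 and 1.15 TPM, and MT1G 51.1 and 0.49 TPM. Reads moved between near-identical members are argued against for MT1F, since 100% of its 75-base stretches occurred in no other gene of the table. Stretches with a few mismatches were not searched. SAA1 shares stretches with SAA2, yet their sum with the joint SAA2-SAA4 transcript rose from 0.18 to 433 TPM in the chondrogenic library and to 100.0 TPM in the osteogenic library, so an exchange of reads between them does not account for the rise.

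Small RNA features made up many of the adipogenic differences. Among features with a known length, 31 were higher, within the range of 18 to 48 in 100 draws of unchanged libraries, so sampling of few reads is a candidate explanation for the increases. The 51 that were lower exceeded the range of 15 to 42, so sampling under this simple model does not account for all the decreases. The model gave each feature 1 fixed effective length, and another treatment of features as short as a read might change these ranges.

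Endothelial cells left from the sprouts that gave the progenitors could bring endothelial RNA. Of 6 markers, 3 (PECAM1, CDH5 and VWF) had at least 1 TPM in the non-induced library and 2 in the adipogenic library, and 0 in the chondrogenic and osteogenic libraries. KDR was listed at 0 and CLDN5 had 0.05 TPM in the non-induced library, an estimated 0 and 1 reads, against an estimated 106 for PECAM1 and 149 for VWF. A small share of endothelial cells and low expression by the progenitors themselves cannot be told apart here. The missing KDR and CLDN5 count against endothelial cells, but the level of each marker in such cells was not measured in these libraries.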
